A study of Anopheles arabiensis with 20 samples.

How the data were processed

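RNA was measured by sequencing in 20 libraries of the malaria mosquito *Anopheles arabiensis*. Per the labels, each library was made from polyA-selected RNA of a pool of 10 whole adult females, 3 to 5 days old and not blood-fed, with a stranded protocol and paired reads of 125 bp. The libraries form 5 groups of 4 biological replicates. ASN (Asendabo), CHW (Chewaka) and TOL (Tolay) are populations raised from larvae taken at field sites in Ethiopia, which the labels call resistant to deltamethrin (a pyrethroid) and DDT. SEK (Sekoru, from Ethiopia) and MOZ (from Mozambique) are laboratory strains that the labels call susceptible. The titles name 2 sequencing runs of 10 libraries each. The first run holds all ASN and TOL libraries and CHW replicates 1 and 2, and the second run holds CHW replicates 3 and 4 and all SEK and MOZ libraries.

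The deposited table holds whole-number counts per gene that the authors left without normalization, judged from the values, which are whole and sum to a different total in each library. Reads were trimmed by the sequencing facility, per the labels' protocols. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here, nor is it given whether counting used the strand or how reads shared by near-identical or overlapping genes were treated. Values of such genes are therefore uncertain. The table has 13867 gene IDs, of which 13830 start with AARA and 37 are mitochondrial. All 20 columns were matched to samples by name, and every ID named a gene.

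Gene names were looked up in a RefSeq table of the assembly AaraD3. It matched the 37 mitochondrial IDs, 13 of which have a protein-coding gene's symbol, and 0 of the AARA IDs. The tests of detoxification and other gene families and the list of candidate resistance genes that had been planned could not be run for that reason. No coordinates are given, since the build behind the counts is not stated, and checks of GC content or gene length over sets of genes are void because no AARA ID could be matched.

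Total counts ran from 12205530 in MOZ replicate 2 to 21516390 in ASN replicate 3. For a share of counts, 95% Wilson intervals were computed per library. At these totals the interval for the mitochondrial protein-coding share was at most 0.033 percentage points wide. Such intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

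Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr by group, which left 11018, and 494 genes had no count in any library. Libraries were scaled by TMM (trimmed mean of M values), which assumes that most genes do not change. A quasi-likelihood model with the 5 groups and no covariates was fitted to all 20 libraries, with a common biological coefficient of variation of 0.189 and 4.46 prior degrees of freedom. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was at least 2. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values were computed after TMM scaling, and log2 CPM values used a prior count of 2. The comparisons were each field population against each strain, MOZ against SEK, the field populations against each other, and the mean of the populations against the mean of the strains. The effect of the sequencing run was tested within CHW, in a fit that split CHW by run. Shares of counts were compared with exact 2-sided permutation tests, adjusted over 10 comparisons. With 4 libraries against 4 the smallest p such a test can give is 0.0286.

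The test was tried on simulated data. In counts simulated for ASN vs SEK with a 4-fold change in 197 of 10858 tested genes, 192 of the changed genes (97.5%) and 0 of the unchanged genes were called. For the run comparison within CHW, with 2 libraries per run and again a 4-fold change, 177 of 200 changed genes (88.5%) and 4 unchanged genes were called among 10954. Smaller changes were not simulated, so how often a run effect near 2-fold would be called is not known. Another 20 data sets were simulated without any change, to count genes called by error. Comparisons with the same strain share its libraries. To see what overlap this gives when many genes change, 20 data sets were simulated in which the fitted changes of each population were shuffled among genes of like expression, separately for each population, and the strains kept their difference from each other. This simulation, the count of separated genes for other pairs of groups and the look at the 10 highest genes in SEK replicate 1 were chosen after seeing the data.

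The genes named in the text follow a rule fixed before the data were examined. It takes genes called in the same direction in all 6 comparisons of a population with a strain, with no overlap between field and strain libraries, ordered by the smallest log2 fold change over the 6 comparisons. Without names for the AARA IDs the rule gives 2 higher and 2 lower IDs. Mitochondrial genes named in the text were chosen after their values were seen.

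The tests, the libraries in each fit and most alternatives were fixed before the data were examined. These alternatives were DESeq2 size factors, upper-quartile scaling and library totals alone, no filter and a stricter filter (CPM of at least 1 in 4 libraries and 200 counts in all), and the DESeq2 1.42.0 Wald test and limma 3.58.1 with voom. Further ones were a fit of only the groups compared, a robust fit, other thresholds, the replicate number as a block, the sequencing run as a covariate, the libraries of 1 run alone, removal of the 20 most abundant genes, and leaving out each library in turn. Alternatives chosen after seeing the data were removal of the mitochondrial genes, removal of a set of genes found in TOL replicate 1, thinning of all libraries to the smallest total, and, for the mitochondrial share, another denominator and leaving out each library. Figures were drawn with matplotlib 3.10.9.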

Results

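The data set holds gene counts from 20 RNA libraries of whole adult female *Anopheles arabiensis*, 4 from each of 3 field populations (ASN, CHW and TOL) and 2 laboratory strains (SEK and MOZ). Counts per library summed to 18931000 ± 1791100 in ASN, 16387000 ± 1424500 in CHW, 18258000 ± 1825300 in TOL, 16269000 ± 1541000 in SEK and 15190000 ± 3680500 in MOZ (mean ± SD, n = 4 each). Between 12009 and 12321 genes had at least 1 count in a library. No pair of replicates within a group agreed within sampling noise, as the chi-square per degree of freedom over genes was at least 25.38, so all 20 libraries were counted as separate samples. Pearson correlations of log2 CPM across genes, which are not independent replicates, ranged from 0.966 to 0.991 within groups.

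The first principal component of log2 CPM held 31.9% of the variance and the second 21.2%. MOZ libraries lay at 46.98 to 61.2 on the first component and ASN and TOL libraries at -34.08 to -19.96. CHW libraries, at -11.42 to 2.88, lay between those and the SEK libraries, at 6.24 to 9.70. On the second component SEK lay above all other groups, with SEK replicate 2 at 27.6 and the other SEK libraries between 50.89 and 56.07.

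**Figure D1:**
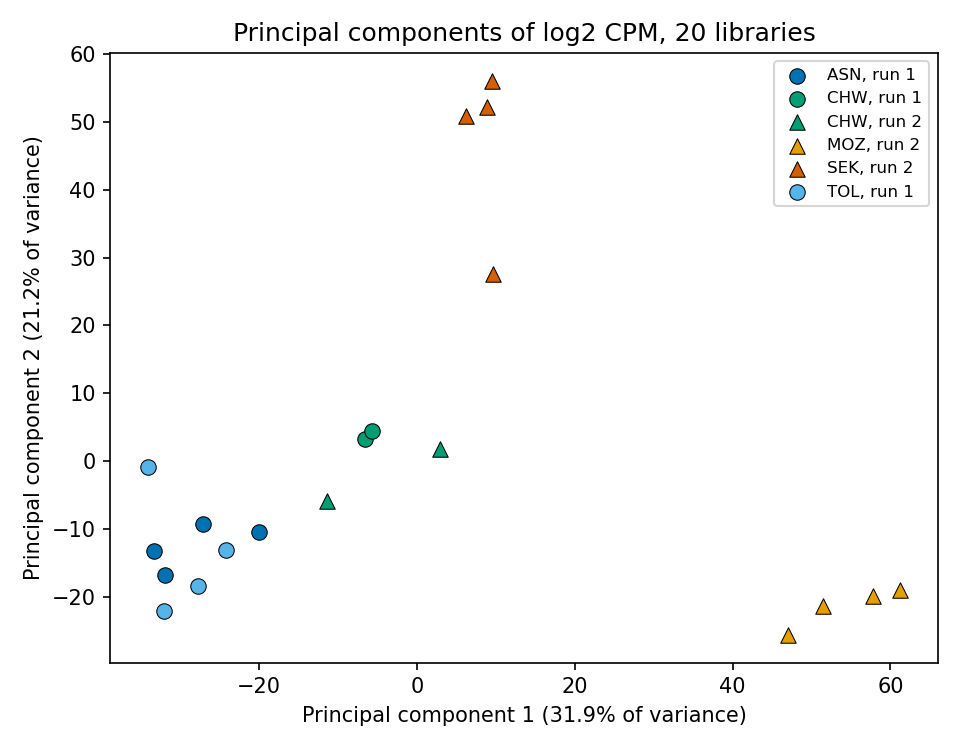
Each point is 1 of the 20 libraries, placed by its scores on the first principal component (x axis, 31.9% of the variance of log2 CPM) and the second (y axis, 21.2%), with color for the group and shape for the sequencing run. The 4 CHW libraries lie together between -11.42 and 2.88 on the x axis although they come from both runs, and SEK replicate 2 lies at 27.6 on the y axis, apart from the other SEK libraries.

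The first question of the design is which genes differ in expression between resistant field populations and susceptible strains. Against SEK, the strain from the same country, edgeR's quasi-likelihood test called 840 of 11018 genes in ASN, 537 higher and 303 lower. It called 403 in CHW, 224 higher and 179 lower, and 880 in TOL, 644 higher and 236 lower. Dropping the 2-fold requirement moved the ASN count the most among the alternatives, to 2805. Of the genes called lower than in SEK, 60 of 303 in ASN, 37 of 179 in CHW and 12 of 236 in TOL belonged to a set of 114 genes that was high in SEK replicates 1, 3 and 4 and in TOL replicate 1 and near 0 in SEK replicate 2.

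Against MOZ the test called 1737 genes in ASN, 912 higher and 825 lower. In CHW it called 1178, 516 higher and 662 lower, and in TOL 1552, 852 higher and 700 lower. The mean of the 3 populations differed from the mean of the strains in 632 genes, 431 higher and 201 lower.

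The split between higher and lower genes depended on the scaling. With library totals alone, without TMM, 335 genes were higher and 694 lower in ASN than in SEK, 169 and 242 in CHW, and 345 and 1007 in TOL. Against MOZ the same setting gave 540 higher and 1646 lower in ASN, 377 and 983 in CHW, and 463 and 1858 in TOL, and for the mean of the populations against the mean of the strains 284 and 621. It moved the median log2 fold change of all genes by -0.32 in ASN vs SEK, -0.15 in CHW vs SEK and -0.44 in TOL vs SEK, and by -0.35, -0.18 and -0.47 in the comparisons of ASN, CHW and TOL with MOZ. Upper-quartile scaling gave 726 higher and 1092 lower for ASN vs MOZ, with a shift of -0.14, and 734 higher and 895 lower for TOL vs MOZ, with a shift of -0.10. Higher and lower are therefore meant relative to the bulk of genes.

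**Figure D2:**
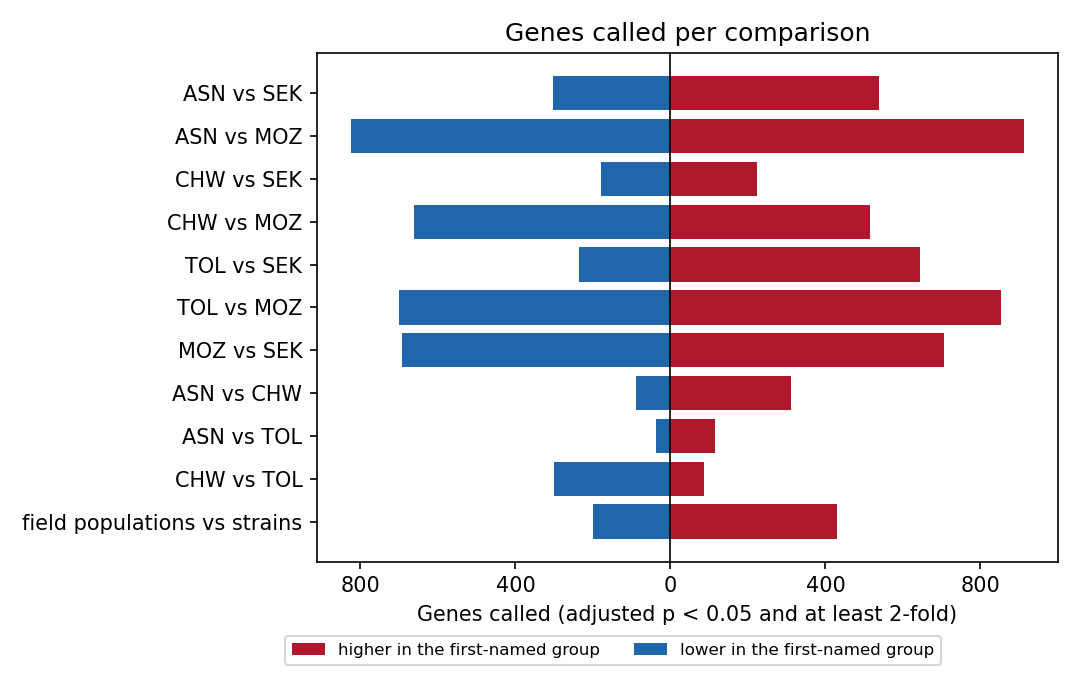
Bars show the number of genes called by edgeR (x axis, adjusted p under 0.05 and at least 2-fold) in each of the 11 comparisons (y axis), to the right for genes higher in the group named first and to the left for genes lower in it. The comparisons with MOZ, of 1178 to 1737 genes, exceed those of the same populations with SEK, of 403 to 880.

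The sequencing run is nearly confounded with this comparison, since all ASN and TOL libraries were in the first run and all strain libraries in the second. Only CHW was in both. Within CHW, replicates 3 and 4 against replicates 1 and 2, edgeR called 0 of 11352 genes, with a smallest adjusted p of 0.0798. An unadjusted p under 0.05 was found for 593 genes, 5.22% where 5% would be found by chance, and DESeq2 called 1 gene. Without CHW replicate 3, edgeR called 22. With the second-run libraries alone, CHW differed from SEK in 216 genes and from MOZ in 770. With the run as a covariate, which the CHW libraries alone identify, 526 genes were called for ASN vs SEK, 382 higher and 144 lower, and 1107 for ASN vs MOZ, 740 higher and 367 lower. For the mean of the populations against the strains the same fit called 354 higher and 73 lower, against 431 and 201 without the covariate, and for CHW vs MOZ 448 higher and 441 lower, against 516 and 662. No comparison of ASN or TOL with a strain could be made within a run.

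Genes changed in several comparisons were counted next. In all 3 populations, 148 genes were higher and 67 lower than in SEK, and 328 were higher and 411 lower than in MOZ. Higher than in both strains were 323 genes in ASN, 96 in CHW and 356 in TOL, and lower than in both were 63, 33 and 42. In all 6 comparisons 58 genes were higher and 6 lower. In 20 simulated data sets without change 0.15 genes on average were called in any of the 6 comparisons, so overlaps of 0 genes followed and say nothing of overlaps among many called genes. In 20 further simulated data sets each population had its own changed genes and the strain libraries were shared. There 40 to 63 genes were higher and 90 to 119 lower than in SEK in all 3 populations, 63 to 89 were higher and 54 to 87 lower than in MOZ, and 0 to 5 were higher and 0 to 1 lower in all 6 comparisons. Against both strains the simulation gave 483 to 515 higher genes in ASN, 233 to 253 in CHW and 499 to 542 in TOL, and 229 to 258, 127 to 152 and 144 to 176 lower, all above the real counts, since each simulated change held against both strains by construction. The numbers called did not match the real ones. They were on average 1230 for ASN, 791 for CHW and 1160 for TOL against SEK, above the real 840, 403 and 880, and 1240, 786 and 1150 against MOZ, below the real 1737, 1178 and 1552. The simulated ranges are therefore expected to be too high against SEK and too low against MOZ, and whether the 67 genes lower than in SEK exceed what a shared strain gives is not settled. Of the 2819 genes called in at least 1 of the 6 comparisons, 212 had opposite signs in different ones.

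The number higher in all 6 comparisons fell to 16, all of them among the 58, under a test against a fold of 1.5. It fell to 31, 26 of them among the 58, with the run as a covariate, and to 33 without CHW replicate 3. The 6 lower genes became 3 with the run as a covariate, 1 of them among the 6. In log2 CPM, 71 genes had every field library above every strain library and 41 had every field library below, including 18 of the 58 and 5 of the 6. With another pair of groups in the place of the strains, up to 56 genes had every other library above, and up to 100 below, both for ASN and TOL. CHW and MOZ gave 48 below, so the 41 are no more than other pairs give.

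Among the genes that met both conditions, AARA009667 and AARA011211 had the largest increases by the rule fixed beforehand. AARA009667 had 14.3 ± 5.79 CPM in ASN, 5.85 ± 4.97 in CHW and 25.7 ± 6.23 in TOL, against 0.703 ± 0.414 in SEK and 0.676 ± 0.261 in MOZ (mean ± SD, n = 4 each). The CHW mean rested largely on CHW replicate 3, at 13.01 CPM, against 1.50 to 4.59 in the other CHW libraries. The log2 fold change of AARA009667 between populations and strains was 4.23 (SE 0.379, edgeR adjusted p 3.6e-07), with all 12 field libraries above all 8 strain libraries. By the rule, the other 3 genes named here also had no overlap between field and strain libraries. For both higher genes the separation was narrow, and counting error was not weighed in it. AARA009667 had 30 counts (1.50 CPM) in CHW replicate 4 against 24 (1.25 CPM) in SEK replicate 3. AARA011211 had 11 counts (0.60 CPM) in ASN replicate 4 against 8 (0.53 CPM) in SEK replicate 2. AARA011211 had 1.09 ± 0.680 CPM in ASN, 2.01 ± 0.773 in CHW and 2.85 ± 0.919 in TOL, against 0.197 ± 0.239 in SEK and 0.0305 ± 0.0352 in MOZ. MOZ had 2 counts of it in all 4 libraries, so its ratio to MOZ is given on pooled counts with a 95% interval for counting error. It was 39.3 (10.5 to 330) in ASN, 72.7 (19.8 to 606) in CHW and 99.4 (27.1 to 827) in TOL. Pooled over all field and all strain libraries the ratio was 18.9 (11.3 to 34.2), and the fitted log2 fold change, which depends on the prior count, was 4.50 (SE 0.489, edgeR adjusted p 1.7e-06). Of the 15 strain counts 8 were in SEK replicate 2, a dependence that the interval for counting error leaves out. Leaving out 1 library gave log2 fold changes from 4.26 (without MOZ replicate 3) to 5.01 (without SEK replicate 2).

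The largest decreases were in AARA003113 and AARA000151. AARA003113 had 0.503 ± 0.352 CPM in ASN, 0.352 ± 0.384 in CHW and 0.280 ± 0.360 in TOL, against 4.55 ± 3.90 in SEK and 6.92 ± 7.76 in MOZ (mean ± SD, n = 4 each). Each strain mean rested largely on 1 library, MOZ replicate 1 at 18.4 CPM and SEK replicate 2 at 10.35. The other strain libraries lay between 1.93 and 4.83. The log2 fold change of AARA003113 was -3.92 (SE 0.540, edgeR adjusted p 1.82e-05). Leaving out 1 library moved it to between -4.35 (without TOL replicate 1) and -3.34 (without MOZ replicate 1). The sequencing run as a covariate moved it the most over 18 alternatives, to -5.96. With the replicate block and the run together it was -4.85 with an adjusted p of 0.0706, the largest over 18 alternatives, the smallest being 9.92e-09. AARA000151 had 11.9 ± 10.4 CPM in ASN, 11.4 ± 6.29 in CHW and 11.2 ± 6.17 in TOL, against 84.9 ± 17.4 in SEK and 65.6 ± 23.7 in MOZ, with a log2 fold change of -2.70 (SE 0.309, edgeR adjusted p 3.01e-06).

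The second question is how far the groups differ within each kind. The strains differed from each other in 1400 genes, 707 higher and 693 lower in MOZ. ASN differed from CHW in 401 genes, 311 higher and 90 lower in ASN. CHW differed from TOL in 386, 86 higher and 300 lower in CHW. ASN differed from TOL in 153, 115 higher and 38 lower in ASN. The last count rested on single libraries. It was 83 without ASN replicate 1, 86 without ASN replicate 3 and 268 without ASN replicate 4. With library totals alone the splits became 203 higher and 143 lower for ASN vs CHW, 229 and 206 for CHW vs TOL, and 155 and 20 for ASN vs TOL, with shifts of the median log2 fold change of -0.17, 0.28 and 0.11. Within the first run alone the counts were 414 for ASN vs CHW, 416 for CHW vs TOL and 141 for ASN vs TOL, and within the second run MOZ differed from SEK in 1454.

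Mitochondrial genes took a large share of the counts, 29.6% ± 2.10 in ASN, 21.02% ± 3.92 in CHW, 32.8% ± 4.72 in TOL, 17.6% ± 4.92 in SEK and 16.1% ± 2.16 in MOZ (mean ± SD, n = 4 each). The 13 protein-coding genes among them took 13.5% ± 1.83 in ASN, 5.60% ± 2.74 in CHW, 14.7% ± 2.06 in TOL, 4.23% ± 1.08 in SEK and 1.40% ± 0.741 in MOZ. In 8 of the 10 comparisons between groups the libraries did not overlap, with an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.0357. The exceptions were CHW vs SEK, with an exact p of 0.429 (adjusted 0.429), and ASN vs TOL, with 0.343 (adjusted 0.381). Taking ASK67_gr02, a ribosomal RNA, out of the denominator moved the protein-coding share of TOL the most, to 18.02%. The share of ASK67_gr02 itself differed in none of the 10 comparisons, with exact p-values of 0.114 or more (adjusted 0.531 or more). Its log2 fold change between populations and strains was 0.54 (SE 0.168, edgeR adjusted p 0.0147), below the 2-fold threshold, and with library totals alone it was 0.23.

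Within the first run the protein-coding share was 8.16 percentage points higher in ASN and 9.39 points higher in TOL than in CHW replicates 1 and 2. Within the second run CHW replicates 3 and 4 were on average 4.46 points above MOZ and 1.63 above SEK. These gaps rested on CHW replicate 3, at 9.07%, as CHW replicate 4, at 2.65%, lay below every SEK library, at 3.01% to 5.49%, though above every MOZ library, at 2.26% or less. With 4 libraries against 2 an exact permutation test cannot give less than 0.0667, which it gave for 3 of these 4 comparisons (adjusted 0.0889), and 0.6 for CHW against SEK (adjusted 0.6).

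**Figure D3:**
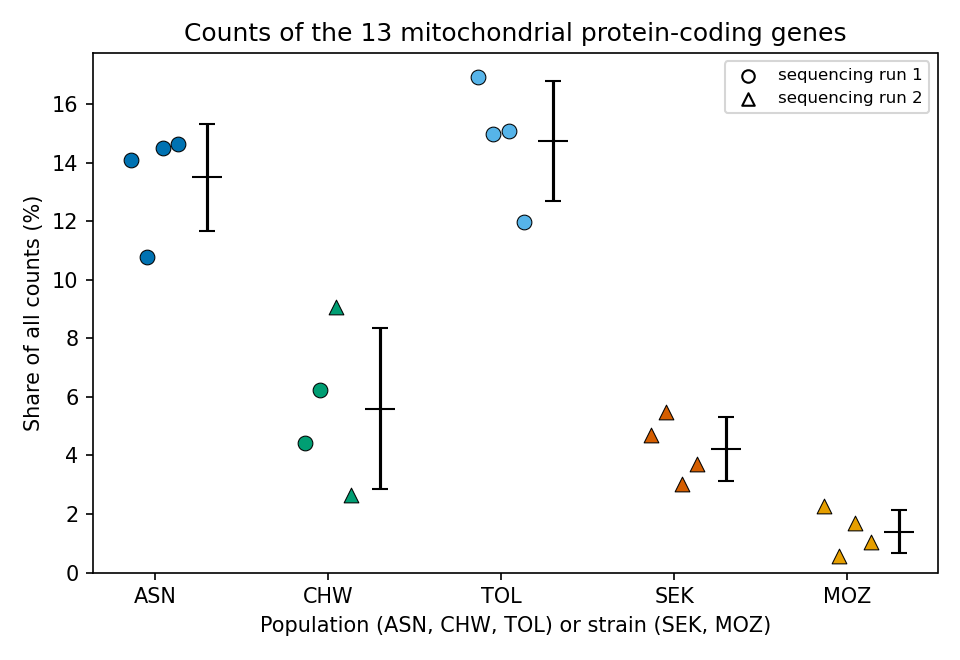
Points show the share of all counts, in percent (y axis), that fell on the 13 mitochondrial protein-coding genes in each library by group (x axis), with shape for the sequencing run, and bars beside them show the mean ± SD of 4 libraries. ASN and TOL libraries lie between 10.8% and 16.9%, above the CHW libraries of both runs, between 2.65% and 9.07%.

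By gene, 12 of the 13 mitochondrial protein-coding genes were called higher in the populations than in the strains, with a median log2 fold change of 2.48 over the 13 genes. The median was 2.15 and the number of called genes again 12 with library totals alone. The exception was ND6, at 0.01, which changed sign under upper-quartile scaling and under library totals alone. None of the 13 was called for CHW vs SEK, where the median was 0.34 under TMM and 0.20 with library totals alone, so none was among the genes called in all 6 comparisons. In CHW vs SEK 1 of the 13 had an unadjusted p under 0.05 in edgeR, and DESeq2 and limma with voom called 0 of them.

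A set of 114 genes had at least 10 counts in TOL replicate 1 and at most 2 in each of TOL replicates 2 to 4. Together they took 0.0236% of the counts in TOL replicate 1. They took 0.26% in SEK replicate 1, 0.0502% in SEK replicate 3 and 0.0183% in SEK replicate 4, but 0.000784% in SEK replicate 2. The sum in SEK replicate 1 was carried by few genes, as the 10 highest there held 82.3% of it and 13.6% of the sum in TOL replicate 1. Without them the shares were 0.0458% and 0.0204%. Over the 107 genes with at least 20 counts in these libraries together, the median ratio of counts in SEK replicate 1 to TOL replicate 1 was 1.35. In the 12 ASN, CHW and MOZ libraries they took 0.000259% to 0.000896%.

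**Figure D4:**
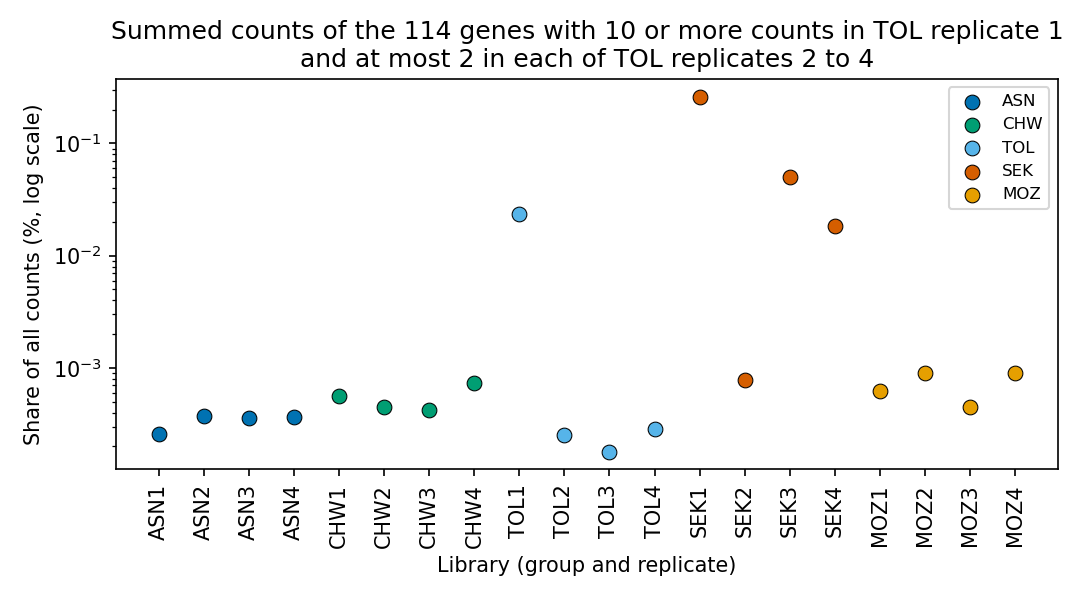
Points show the share of all counts that fell on the 114 genes, in percent (y axis, log scale), in each of the 20 libraries (x axis), with color for the group. TOL replicate 1, at 0.0236%, and SEK replicates 1, 3 and 4, at 0.0183% to 0.26%, lie far above the other libraries, of which the highest is at 0.000896%; TOL replicates 2 to 4 are low by the choice of the genes.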

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

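The comparisons between groups, the fits of the first run alone and leaving out libraries were fixed before the data were examined. The tests of single libraries and of ND2 relative to COX1, the other divisions of the libraries and the removal of the genes found in TOL replicate 1 were chosen after the results were seen.

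ASN replicate 2 stood apart from the other ASN libraries in mitochondrial transcripts. Its mitochondrial protein-coding share was 10.8%, against 14.1% to 14.7% in the other 3. Its log2 CPM of ND2 was 6.79, against 9.92 to 10.47, and that of ATP6 was 11.91, against 13.67 to 13.83. Each of these gaps, divided by the range of the group, was 0.850 or more, above Dixon's 95% critical value for 4 samples. In all, 65 groups of values were examined in this way, of which chance is to mark about 1 in 20, and 3 related measures of 1 library are not independent. TOL replicate 2 showed the same pattern in ND2 without passing the limit. Relative to the other replicates of its group, ND2 was lower by a log2 difference of -3.46 in ASN replicate 2 and -3.25 in TOL replicate 2, and ND3 by -2.31 and -2.46. COX1 moved little, by -0.19 and 0.28. Across 15 mitochondrial genes, the 13 protein-coding and the 2 ribosomal RNA genes, the differences of these libraries had a Pearson r of 0.963 and a Spearman rho of 0.904, across genes that are not independent replicates.

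Depth is no ready explanation of the low ND2, which rests on 1843 counts in ASN replicate 2. If replicate number 2 marked a preparation shared by all groups, ND2 relative to COX1 would be lowest in replicate 2 elsewhere too. It was lowest in replicate 2 in 0 of the groups CHW, SEK and MOZ. The lowest ratio of all 20 libraries was in CHW replicate 3, of the second run, with 0.115 ND2 counts per 100 of COX1, against 0.188 in TOL replicate 2 and 0.22 in ASN replicate 2. A low ratio was thus not confined to 1 replicate number or 1 run. A step of preparation or sequencing stays open, as does a difference between the pools of mosquitoes. No biological explanation was tested, since the labels give these libraries nothing in common apart from the number and the run.

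The field populations differed from each other, so their effects against a common strain differ too. A direct test called 401 genes for ASN vs CHW, 386 for CHW vs TOL and 153 for ASN vs TOL. Of the 35 ways to divide the 8 libraries of each pair, the real one alone gave as many genes, 1 of 35 in each of the 3 comparisons, and the largest count from another division was 168, 54 and 76. Chance division is argued against for these counts but not excluded. A share of 1 of 35 is the smallest such a test can give, and it was not adjusted over the comparisons. Divisions that mix differing groups count their difference as spread, so the distance to the other counts does not measure strength. The count for ASN vs TOL was 83 without ASN replicate 1, 86 without ASN replicate 3 and 268 without ASN replicate 4. A difference between sequencing runs is not needed for them, since the libraries of the first run alone gave 414, 416 and 141 genes. The site, which the design names, stays open and untested as a cause, as do rearing and preparation of the libraries.

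Among the genes named in the text, AARA009667 was lower in CHW than in TOL, with a log2 fold change of -2.15 (SE 0.437, edgeR adjusted p 0.00408). The CHW libraries had 30 to 207 counts of it and the TOL libraries 322 to 521. Of the mitochondrial genes COX1, ND2 and ATP6, chosen after their values were seen, all differed between CHW and TOL, and ND2 and ATP6 between ASN and CHW. ATP6 was higher in ASN than in CHW by a log2 fold change of 3.11 (SE 0.480) and ND2 by 2.91 (SE 0.721), while COX1 was not called there, at 1.16 (SE 0.417, adjusted p 0.0737). In CHW relative to TOL the log2 fold changes were -3.29 for ATP6 (SE 0.484), -3.16 for ND2 (SE 0.729) and -1.40 for COX1 (SE 0.420). The edgeR adjusted p-values of these 5 called differences lay between 0.000343 and 0.0335. The contrast of ASN and TOL with CHW in the summed share of the 13 coding genes holds inside the first run, where CHW replicates 1 and 2 had protein-coding shares of 4.44% and 6.25%, below every ASN and TOL library.

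The strains differed from each other in 1400 genes. That is more than in the 3 comparisons of a population with SEK (403 to 880) and in CHW vs MOZ (1178). The real division of the 8 libraries alone gave as many, 1 of 35, and no other gave over 2. All 8 libraries were in the second run, so the run plays no part, and the count without any one library lay between 1287 and 1499. COX1 was lower in MOZ than in SEK by a log2 fold change of -1.97 (SE 0.427, edgeR adjusted p 0.0012) and ATP6 by -1.19 (SE 0.450, adjusted p 0.0401), and ND2 was not called, at -1.62 (SE 0.693, adjusted p 0.0675). Of the genes that separated the strains, some belong to the set found in TOL replicate 1, and without this set 1346 genes were called. The different origin of the strains, which the labels state, stays open, as do laboratory history and sequence differences of either strain from the reference that could lower its counts in some genes. None of these was tested.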

How the results depend on the processing

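The alternatives named here were fixed before the data were examined, apart from removal of the mitochondrial genes, removal of the TOL replicate 1 genes, thinning, and for the mitochondrial share the other denominator and leaving out libraries. The gene family tests and the candidate list, with their alternatives, were not run because no AARA ID matched a name.

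For the 14 counts of genes, 227 of 269 values from the alternatives that keep all replicates, and 275 of 280 from leaving out 1 library, stayed within 1.5 times the reported count. The larger of the higher and lower sets changed side in some settings. Library totals alone turned more higher than lower genes into the reverse for ASN and TOL against either strain, for CHW vs SEK and for populations vs strains, and more lower than higher into the reverse for CHW vs TOL. Upper-quartile scaling did so for ASN vs MOZ and TOL vs MOZ, the adjusted p alone for ASN vs MOZ, the run as a covariate (with or without the block) for CHW vs MOZ, and leaving out TOL replicate 1 for CHW vs SEK. For MOZ vs SEK, nearly even at 707 and 693, the sets became equal or changed side in 16 settings. The log2 fold change of ND6 changed sign under upper-quartile scaling and under library totals alone. DESeq2 size factors, upper-quartile scaling, either filter, the robust fit, removal of the 20 most abundant, of the mitochondrial or of the TOL replicate 1 genes, and thinning moved no count by over 1.5 times.

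Without the 2-fold requirement the counts were 2805 for ASN vs SEK, 5240 for ASN vs MOZ, 1189 for CHW vs SEK, 3761 for CHW vs MOZ, 3200 for TOL vs SEK, 4869 for TOL vs MOZ, 4567 for MOZ vs SEK, 1469 for ASN vs CHW, 617 for ASN vs TOL, 1430 for CHW vs TOL and 4722 for populations vs strains, with 134 genes higher and 40 lower in all 6 comparisons. This follows from the construction, as the test is the same. A test against a fold of 1.5 (glmTreat) is stricter and gave 457 for ASN vs SEK, 158 for CHW vs SEK, 766 for CHW vs MOZ, 542 for TOL vs SEK, 162 for ASN vs CHW, 34 for ASN vs TOL and 117 for CHW vs TOL, with 16 higher and 3 lower in all 6. An adjusted p under 0.01 gave 226 for CHW vs SEK, 83 for ASN vs TOL, 204 for CHW vs TOL and 26 higher in all 6.

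Library totals alone gave 1352 for TOL vs SEK and 21 lower in all 6 comparisons, and shifted the median log2 fold change of all genes in the 6 comparisons by -0.15 to -0.47. Limma with voom gave 30 genes higher in all 6, 28 of them among the 58, and fits of only the groups compared gave 36, all among the 58; the cause was not tested. DESeq2 called 1 gene in the run comparison within CHW, where edgeR called 0.

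With the sequencing run as a covariate, 526 genes were called for ASN vs SEK, 1107 for ASN vs MOZ, 31 higher in all 6 (26 of the 58) and 3 lower (1 of the 6). The share of higher genes rose by 6.59 to 14.7 percentage points in populations vs strains and in 5 of the 6 comparisons of a population with a strain, and fell by 1.58 points in TOL vs SEK. Populations vs strains gave 354 higher and 73 lower, and CHW vs MOZ turned from 516 higher and 662 lower to 448 and 441. CHW alone carries the estimate of the run in this fit, so the comparisons of ASN and TOL with the strains lose precision by construction; an effect of the run on some of the genes is not excluded. Second-run libraries alone gave 216 for CHW vs SEK and 770 for CHW vs MOZ, with 2 CHW libraries in place of 4. ND2 no longer passed with the run as a covariate (log2 fold change 1.46, adjusted p 0.305, against 1.24e-07 to 0.528 over its 17 alternatives). The smaller rise of ASK67_gr02, with an adjusted p of 0.0147, did not pass 0.05 with the run as a covariate (0.351), block and run together (0.119), library totals alone (0.106, log2 fold change 0.23) or the test against a fold of 1.5.

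Taken over all groups, the replicate numbers do not pair the samples. Of 40 pairs of libraries with the same number in different groups, 8 had a correlation of deviations from the group means over 0.1, and the median was 0.011, against 0.0068 for the 120 other pairs. Between SEK and TOL the correlation was 0.53 for replicates 1, 0.32 for replicates 2, -0.157 for replicates 3 and 0.148 for replicates 4. SEK replicate 2 and TOL replicate 3, of different numbers, had 0.267. Deviations of a group's libraries from its mean cancel out for each gene, so these values are not independent. The value of -0.478 for SEK replicate 2 and TOL replicate 1 forces positive values of SEK replicate 2 with other TOL libraries. A link between some libraries of these groups is not excluded, but the positive values are not separate signs of it. With the replicate number as a block, 56 genes were higher and 6 lower in all 6 comparisons, and 829 were called for ASN vs SEK. Block and run together gave 1016 for ASN vs MOZ, 973 for TOL vs MOZ, 414 for populations vs strains, 25 higher (18 of the 58) and 3 lower (0 of the 6) in all 6.

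Leaving out 1 library gave 83 to 268 genes for ASN vs TOL, 33 (without CHW replicate 3) to 77 (without CHW replicate 4) higher in all 6, and 0 to 22 (without CHW replicate 3) in the run comparison within CHW. For ASN vs TOL the count was 83 without ASN replicate 1, 86 without ASN replicate 3 and 268 without ASN replicate 4. For the 11 other counts no library moved the value by over 1.5 times. Leaving out a CHW library leaves 1 library in an arm of the run comparison, which is then assumed to vary like the other groups.

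In the mean of the populations against the mean of the strains, the 4 named AARA genes kept their direction in all settings. There 3 of them kept their call, and AARA003113 did not pass with block and run together. The call in all 6 comparisons, by which the genes were chosen, was less stable. With block and run together 0 of the 6 lower genes kept it, so AARA000151 lost it too. The mitochondrial protein-coding share rose to 16.08% in ASN and 18.02% in TOL when ASK67_gr02 was left out of the total, and moved by less than 1 SD in CHW, SEK and MOZ. Depth limits AARA011211 and AARA003113, of which the first had 15 counts in all strain libraries together and the second 73 in all field libraries together.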

Other observations

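Of the tests in this part, those on other pairs of groups taken in the same direction, on ordinary variation between libraries and on carry-over from SEK were written down before their values were seen. All other tests of an explanation, including the count of other pairs in either direction, were chosen after the results were seen.

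Chance division of the libraries is argued against for the counts of genes between populations and strains. It is not excluded, as the shares below are the smallest such tests can give and were not adjusted over the comparisons. In each of the 6 comparisons of a population with a strain the real division alone gave as many genes, 1 of 35, with 175 as the largest count from another. For the mean of populations against strains, and for the genes higher or lower in all 6 comparisons, the real grouping alone gave as many among 100 groupings, 1 of 100 for each.

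The number of shared genes is less specific to the strains than those groupings show. Each of the 9 other pairs of groups was put in the place of the strains. Counting genes higher in the other 3 groups, 0 of the 9 pairs gave as many as 58, and the largest count was 7. Counting genes lower in the other 3 groups, 3 of the 9 gave as many as 6, with 70 for ASN and TOL, 14 for CHW and SEK and 10 for ASN and SEK. Counted in either direction, 1 of the 9 pairs gave as many as 58 and 4 gave as many as 6. That 1 pair is ASN and TOL, which had 70 genes higher than in each of CHW, SEK and MOZ. The 6 lower genes are thus no more than other choices of groups give, and the 58 higher genes are matched in number by a grouping that sets CHW with the strains. Resistance, which the labels give to all 3 populations, is 1 of several properties that set the populations apart from the strains, among them field origin and laboratory rearing, and these cannot be separated in this design.

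Sequencing run was weighed as a cause of the genes that differ between populations and strains. For 207 genes higher in ASN and TOL than in both strains, chosen without CHW, each library was placed on a scale from the mean of the strains (0) to the mean of ASN and TOL (1). CHW replicates 1 and 2, of the first run, lay at 0.526 and 0.436, and CHW replicates 3 and 4, of the second run, at 0.727 and 0.141, a difference of 0.047 (SE 0.296) where the run as the whole cause would give 1. All 8 strain libraries, of the same run as CHW replicates 3 and 4, lay at 0.0702 or below, and all ASN and TOL libraries at 0.593 or above. For 16 lower genes the difference was -0.105 (SE 0.00989). These values argue against the run as the whole cause for these sets. With 2 CHW libraries per run, a smaller run effect on part of the genes stays open. Library size was tested by thinning all libraries to the smallest total, after which 590 genes were called for populations vs strains, against 632.

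The higher mitochondrial protein-coding share of ASN and TOL was not explained by the run either. Within CHW the first run minus the second was -0.51 percentage points (SE 3.34), against a gap of 11.3 points between ASN and TOL and the strains, and the CHW libraries of the first run, at 4.44% and 6.25%, lay below every ASN and TOL library of that run. More mitochondrial RNA of every kind would raise the ribosomal RNA ASK67_gr02 as much as the 13 coding transcripts, whose median log2 fold change was 2.48. ASK67_gr02 rose by 0.537 (SE 0.168), a rise that did not pass 0.05 with the run as a covariate (adjusted p 0.351) or library totals alone (0.106), but the other ribosomal RNA, ASK67_gr01, rose by 1.86 (SE 0.342, edgeR adjusted p 0.000288), close to the coding genes. Of the 2 transfer RNAs tested, both of few counts, ASK67_gt06 rose by 2.69 (SE 0.47, adjusted p 0.000187) and ASK67_gt18 by 0.50 (SE 0.486, adjusted p 0.42). These fold changes include CHW. Against SEK, ASK67_gt06 rose by 2.39 in ASN, 2.21 in CHW and 1.395 in TOL (edgeR adjusted p 0.00846, 0.0283 and 0.123). The coding medians there were 1.79, 0.34 and 2.13, so ASK67_gt06 did not follow the coding genes across populations. The rise was thus smaller for ASK67_gr02. A rise of other mitochondrial RNA stays open because of ASK67_gr01, and the transfer RNAs do not decide it. Rearing, RNA quality and the efficiency of polyA selection stay open as well, since no value here bears on them.

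The 114 genes found in TOL replicate 1 and not in TOL replicates 2 to 4 were also seen in SEK replicates 1, 3 and 4, with at least 3 counts for 112, 108 and 111 of them. In SEK replicate 2 that was so for 10, although it had more counts in total than SEK replicate 3, so library depth is not the reason. In ASN, CHW and MOZ libraries 4 to 19 of them had at least 3 counts. The same rule applied to the other 19 libraries gave at most 7 genes, which argues against ordinary variation that raises so many genes in a single library. The rule cannot mark a set that several libraries of a group hold and another lacks, as in SEK, so it does not bear on such variation. Deviations from the group mean of SEK replicate 1 and TOL replicate 1 had a correlation of 0.53 across genes. With TOL replicate 1 the correlation was lower for SEK replicate 3, at 0.175, and negative for SEK replicate 4, at -0.113. For SEK replicate 2, which lacks most of the set, it was -0.478. The deviations of the SEK libraries cancel out for each gene, so high values in some force low ones in others.

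Carry-over of SEK material into TOL replicate 1 would shift other genes that are high in SEK. Over 43 such genes the median shift from TOL replicates 2 to 4 (0) toward SEK (1) was 0.0482, with quartiles of -0.0434 and 0.209, against a median of 2.04 that the 114 genes would need. The ratio of SEK replicate 1 to TOL replicate 1 was over 2-fold from its median, beyond counting error, for 23 of 107 genes, with a range of 0.149 to 165. These are single libraries from different pools, and counting error leaves out the variation between pools, so this decides nothing on whether 1 extra material of fixed composition lies behind the set. What stays open is extra material in 4 libraries, of 1 kind or several, such as tissue, organisms or animals that not every pool held, or a coordinated change in expression of the mosquitoes in these pools. No marker list could be applied to unnamed IDs, so no source is proposed. The genes account for 60 of the 303 called lower in ASN than in SEK, a part and not most of them.

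The 58 genes higher in all 6 comparisons included 8 pairs of consecutive ID numbers, in 13 genes. Among 10000 random lists of 58 genes matched on mean expression the median was 0 pairs and the largest number 5. If ID numbers follow gene order, which the files do not state, neighbouring genes may change together in these populations, for instance through duplicated genes that share reads, a copy-number difference or a shared genomic segment. None of these was tested.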
